# Transcriptome analysis of the epidermis of the *purple quail-like* (*q-l^p^*) mutant of silkworm, *Bombyx mori*

**DOI:** 10.1371/journal.pone.0175994

**Published:** 2017-04-17

**Authors:** Pingyang Wang, Zhiyong Qiu, Dingguo Xia, Shunming Tang, Xingjia Shen, Qiaoling Zhao

## Abstract

A new *purple quail-like* (*q-l*^*p*^) mutant found from the plain silkworm strain 932VR has pigment dots on the epidermis similar to the pigment mutant *quail* (*q*). In addition, *q-l*^*p*^ mutant larvae are inactive, consume little and grow slowly, with a high death rate and other developmental abnormalities. Pigmentation of the silkworm epidermis consists of melanin, ommochrome and pteridine. Silkworm development is regulated by ecdysone and juvenile hormone. In this study, we performed RNA-Seq on the epidermis of the *q-l*^*p*^ mutant in the 4^th^ instar during molting, with 932VR serving as the control. The results showed 515 differentially expressed genes, of which 234 were upregulated and 281 downregulated in *q-l*^*p*^. BLASTGO analysis indicated that the downregulated genes mainly encode protein-binding proteins, membrane components, oxidation/reduction enzymes, and proteolytic enzymes, whereas the upregulated genes largely encode cuticle structural constituents, membrane components, transport related proteins, and protein-binding proteins. Quantitative reverse transcription PCR was used to verify the accuracy of the RNA-Seq data, focusing on key genes for biosynthesis of the three pigments and chitin as well as genes encoding cuticular proteins and several related nuclear receptors, which are thought to play key roles in the *q-l*^*p*^ mutant. We drew three conclusions based on the results: 1) melanin, ommochrome and pteridine pigments are all increased in the *q-l*^*p*^ mutant; 2) more cuticle proteins are expressed in *q-l*^*p*^ than in 932VR, and the number of upregulated cuticular genes is significantly greater than downregulated genes; 3) the downstream pathway regulated by ecdysone is blocked in the *q-l*^*p*^ mutant. Our research findings lay the foundation for further research on the developmental changes responsible for the *q-l*^*p*^ mutant.

## Introduction

Almost all insects are pigment, and these colorful markings play important roles in many physiological and biochemical aspects of mimicry, damage avoidance, mate attraction, thermoregulation, immunity, and cuticle hardening [1–6]. Pigmentation is an important biological characteristic in insects. There are three main types of pigments melanin, ommochromes and pteridines [7, 8], among which melanin research has been relatively extensive in *Drosophila* [4, 9–14]. The conversion of tyrosine into dopa is based on the action of tyrosine hydroxylase (*TH*), and partial dopa is transformed into dopamine via dopa decarboxylase (*Ddc*). The *ebony* gene encodes N-β-alanyl-dopamine synthase, which has functions in the process of dopamine conversion to N-β-alanyl-dopamine (NBAD) coupled with β-alanine. Dopamine can also be transformed into N-acetyl dopamine (NADA) via dopamine acetyltransferase (*Dat 1*). NADA and NBAD are then oxidized into NADA sclerotin (colorless) and NBAD sclerotin (yellowish), respectively. Dopa and dopamine can be converted into dopa melanin and dopamine melanin, respectively, via the products of the *yellow*, *yellow-f*, *yellow-f2* and *phenol oxidase* genes. Homologous genes have been found in *Bombyx mori*, and alterations in the *ebony* and *yellow* genes are responsible for the chocolate silkworm mutant (*ch*) and sable silkworm mutant (*so*), respectively [15]. The sex-linked chocolate silkworm mutant (*sch*) is caused by a mutation of the control region of the gene encoding tyrosine hydroxylase (*TH*) [16].

The study of pigmentation in silkworms is largely based on various mutants. At present, pigmentation mutants have been identified during all developmental stages, including eggs, larvae, pupae and adults. The normal color of silkworm eggs is brown or black; in contrast, a white egg mutant (*w-2*) characterized by white eggs is caused by mutation in a gene that encodes a transport protein of ommochromes and leads to a lack of ommochromes in the oolemma [17]. Pigmentation mutants are more abundant in larvae than in other stages. The genes of several chocolate silkworm mutants (*Ia*, *ch*, *ch*^*p*^, *ch-2*, *cm*, and *sch*) are located on different chromosomes, indicating that they have different regulation mechanisms despite similar phenotypes. The *mln* mutant is characterized by body surface blackening in larvae and adults; it is caused by mutation of the *BM-iAANAT* gene, which is homologous to *Dat1* in the melanin synthesis pathway in *Drosophila*. A partial sequence in the 4^th^ exon of *BM-iAANAT* is lost, and defunctionalization of N-acetyl-dopamine transferase leads to accumulation of dopamine, blackening the body surface [18, 19]. The *so* mutant, a typical pupa color mutant, is caused by a mutation in *ebony*, with both larvae and pupae being characterized by a black surface [15].

The mutant purple quail-like (*q-l*^*p*^) is a new pigment mutant (Fig 1) obtained from the plain silkworm strain 932VR. The characteristics of *q-l*^*p*^ are inherited stably after more than 10 generations of inbreeding. Compared with individual exhibiting normal markings, the *q-l*^*p*^ mutant has no obvious eye-spots but normal star-spots and semilunar marking. There are dots and lines with longitudinal wave markings on the dorsal sides of the 6^th^ to 7^th^ abdominal segments, which constitute quail markings, in between the star-spots and semilunar markings. The whole-body markings are very similar to those of the *quail* mutant (*q*) [20, 21]. The larvae of *q-l*^*p*^ show light purple skin, eat only small amounts of mulberry leaves, are weak, and develop slowly and unevenly; in addition their larval bodies and cocoons are small [21] (Fig 1). Although the phenotype of the mutant is very similar to *quail*, genetic analysis indicates that they are not controlled by the same gene. The genes mutated in *q-l*^*p*^ and *q* are located on the 8^th^ chromosome and 7^th^ chromosome, respectively [21]. Previous work indicated that synthesis of melanin, ommochrome and pteridine are all increased in quail [22, 23]. In this study, the epidermises of *q-l*^*p*^ approximately 6 hours after molting were used as materials for RNA-Seq; the epidermises of 932VR approximately 6 hours after molting served as the control. Biosynthetic genes for the three types of pigments and chitin and those encoding cuticle proteins and nuclear receptors were analyzed between 932VR and *q-l*^*p*^. The results lay a foundation for further research of the *q-l*^*p*^ formation mechanism.

**Fig 1:**
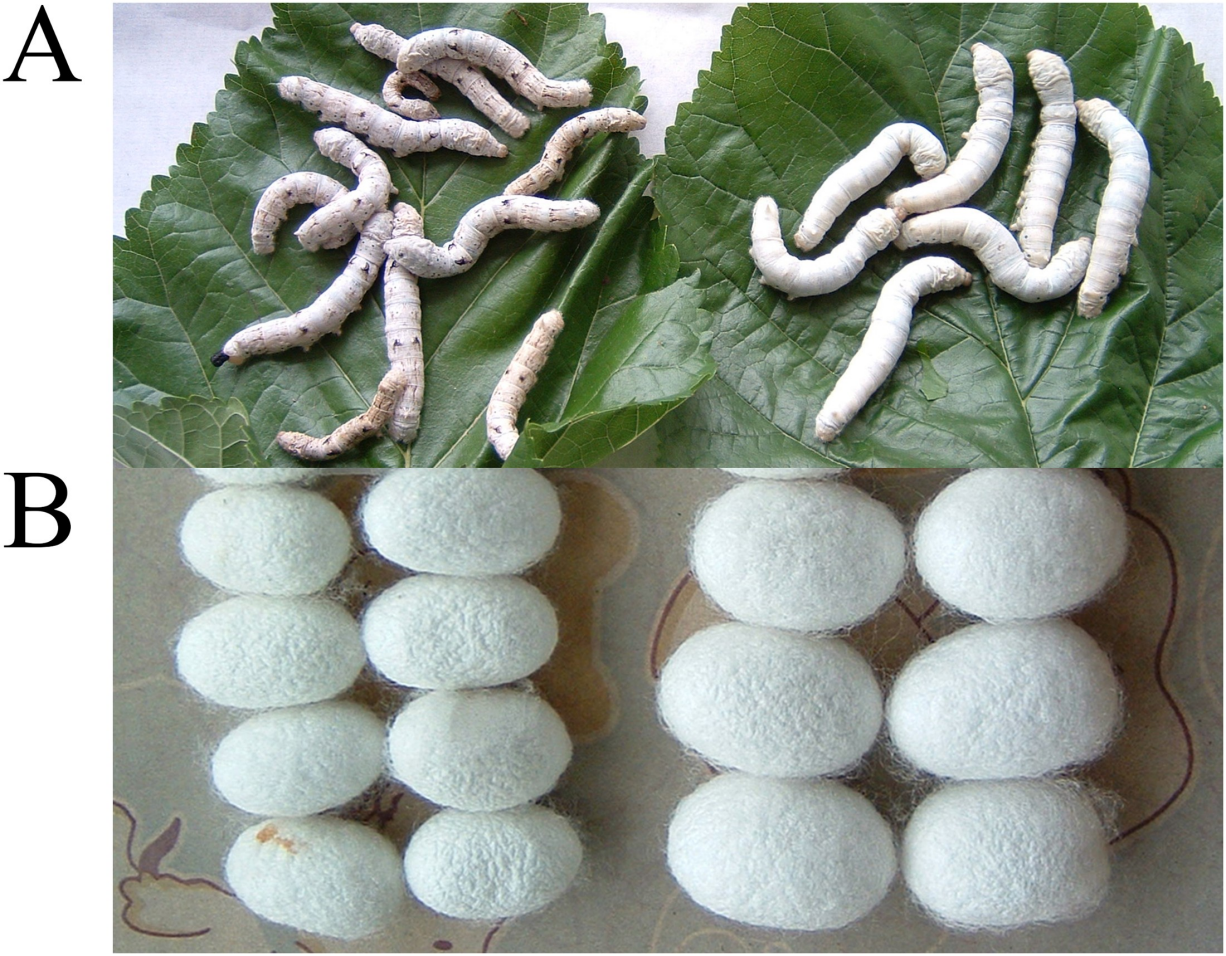
The phenotype of wild-type 932VR and mutant *q-l*^*p*^. (A) The left panel shows the mutant *q-l*^*p*^ silkworm, and the right panel shows the wild-type 932VR silkworm. (B) The left panel shows the mutant *q-l*^*p*^ silkworm cocoon, and the right panel shows the wild-type 932VR silkworm cocoon.

## Materials and methods

### The silkworm strains

The silkworm strains 932VR and *q-l*^*p*^ were provided by The Sericulture Research Institute, Chinese Academy of Agricultural Sciences (Zhenjiang, China). The silkworms were fed fresh mulberry leaves under standard conditions with alternating 12 hours of illumination and 12 hours of darkness at 25±2°C. Epidermis samples were collected from every three silkworms after 6 hours of molting in the 4^th^ instar. All samples were frozen and stored at -80°C.

### RNA extraction and transcriptome sequencing

Total RNA was extracted using RNAiso Plus (TaKaRa, China) and dissolved in RNase-free water. The concentration of total RNA was determined using a NANODROP1000 microspectrophotometer (Thermo, USA) after treatment with DNase. Total mRNA was enriched using Oligo (dT) magnetic beads, after which the mRNAs were sheared into short fragments using hybridization-interruption reagents. These short RNA fragments were then synthesized into double-stranded cDNA using six-base random primers, and terminal modification was performed for the purified double-stranded cDNA; a base (A) tail was added, and the fragments were ligated. The quality of the cDNA library constructed was tested using an Agilent 2100 Bioanalyzer; after quality criteria were met, sequencing was executed using an Illumina HiSeqTM2500 system (Illumina, USA).

### RNA-Seq data analysis

Quality analysis was conducted for the original data obtained using the Illumina HiSeqTM2500 system; after quality criteria were met, clean reads were screened by filtering out low-quality reads. The sequences were aligned to the silkworm genome database SilkDB (http://silkworm.swu.edu.cn/silkdb/); after a second quality analysis for alignment, analysis of the distribution and coverage of the clean reads on the reference sequence was conducted. RPKM (Reads Per Kb per Million reads) [24] was used to calculate the expression level of genes, with RPKM = mapped reads of gene/(the total mapped reads of all genes*the length of this gene)*10^9. The RPKM of a gene ranged up to 5, and difference in expression was considered at P < 0.05; the fold change of *q-l*^*p*^ and 932VR RPKMs was greater than 2. The function of the differentially expressed genes and pathways related to pigment were analyzed using BLASTGO and KEGG, respectively.

### Quantitative reverse transcription PCR

Epidermis samples were collected from every three silkworms after 6 hours of molting in the 4^th^ instar, and total RNA was prepared using RNAiso Plus and reverse transcribed using the Reverse Transcriptase M-MLV (RNase H-) kit (TaKaRa, China) after treatment with DNase. The cDNA was diluted to 20 ng/μL and used as the template for qRT-PCR. The 20-μL reaction included 1 μL primer (10 μmol/L, S1 Table), 1 μL cDNA, 10 μL 2×SYBR^®^ Premix Ex Taq^™^ (Tli RNaseH Plus) (TaKaRa, China) and 8 μL ddH_2_O. After a rapid centrifugation step, quantitative reverse transcription PCR (qRT-PCR) was performed using a LightCycle 96 real time PCR system (Roche, Switzerland) with the reaction program below: a three-step reaction protocol of 45 cycles of 95°C for 10 s, 58°C for 10 s and 72°C for 10 s after a 10-min step of pre-degeneration, followed by melting. Relative expression was calculated using the 2^–ΔΔCt^ method [25] with glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*, *BGIBMGA007490*) as the reference gene. Melting analysis was performed to guarantee the qRT-PCR quality. The relative expression of 932VR and *q-l*^*p*^ were compared, and RNA-Seq and qRT-PCR data were compared to analyze several key pathways.

## Results and discussion

### General information of RNA-Seq

Prior to bioinformatic analysis, we assessed the quality of the transcriptome sequencing data, including quality evaluation of bases, base distribution, pretreatment of the data quality and pollution detection of reads (Fig 2). 

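RNA from the epidermis of 4th-instar larvae at 6 hours of molting was sequenced in 2 libraries, 1 from 932VR, a plain silkworm strain, and 1 from the mutant *q-l* p. Each library was a pool of 3 silkworms. With 1 library per strain, no difference between the strains has a replicate check, and every test on reads compares these 2 libraries only. The paper gives 19992852 paired-end reads for 932VR and 16048696 for *q-l* p, of which it counts 11357633 and 8639063 on genes. The authors deposited 2 tables of variant sites, that is, positions where reads differed from the genome sequence of SilkDB. For each site the tables give the scaffold, the position, the gene with its start and end, and the numbers of reads with the reference and with the alternative base. The reads of the 2 libraries are counted together in these columns, so no value can be given per library. The tables hold 47002 sites, of which 45520 are single-base variants and 1482 are indels, in 6641 genes on 312 scaffolds. The coverage of a site was between 2 and 100 reads, with a median of 7, and 18174 sites were covered by at least 10 reads. The paper's text does not name the program that called the sites or its filters, and the tables do not state whether a site lies in an exon. Expression was taken from the RPKM values of the paper's S1 to S4 Tables, which were turned back into numbers of reads. Reads of a gene in the 2 libraries were set against the reads on genes of each library with Fisher's exact test (two-sided). The p-values were adjusted by the Benjamini-Hochberg method over the genes of Table 1, or over the set named. Fold changes below are reads in *q-l* p over reads in 932VR, each divided by the library's reads on genes, with exact (Clopper-Pearson) 95% confidence intervals. The intervals cover counting error only. Where a gene had 3 reads or fewer in one library, the fold change is a bound computed against 3 reads. The bound sets the lower number of reads to 3 and leaves out counting error, so it is not a confidence limit. No fold change is given where both libraries had 3 reads or fewer.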

As expected, all of test results met the requirements. For 932VR, we obtained 19,992,852 paired-end reads, of which 13,792,700 reads were aligned to the silkworm genome database (68.99%) and 11,357,633 to silkworm genes (56.80%). For *q-l*^*p*^, we obtained 16,048,696 paired-end reads, of which 10,987,505 reads were aligned to the silkworm genome database (68.46%) and 8,639,063 to silkworm genes (53.83%). 

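The part of S2 Table analysed here holds 1998 of the 14623 genes. All 1403 RPKM values above 0 in 932VR were whole multiples of 0.842, and all 1376 values above 0 in *q-l* p were whole multiples of 1.19. This held for genes from 150 to 18846 bp long. When the RPKM formula of the methods was inverted with the length of each gene and the reads on genes, 9.76% of the genes in 932VR and 9.96% in *q-l* p came within 0.05 of a whole number of reads, where chance gives 10%. The reads obtained in this way for the held genes added up to 2.39 times all reads on genes in 932VR and 2.86 times in *q-l* p. Each value was therefore divided by the multiple of its library to obtain reads, and the values were read as not scaled by gene length. The paper's text does not state whether a count is a read or a pair of reads. On this scale an RPKM of 5 corresponds to at least 6 reads in 932VR and at least 5 reads in *q-l* p. The ratio of the 2 multiples, *q-l* p over 932VR, was 1.41, and the ratio of the reads on genes, 932VR over *q-l* p, was 1.31. Fold changes on the paper's RPKM scale are therefore 1.07 times those scaled by the reads on genes.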

Expression of 14,623 silkworm genes was calculated based on the RPKM method (S2 Table), where an RPKM for one gene less than 5 was regarded as scarcely expressed. At a P value < 0.05, a difference in expression was considered to exist when the ratio of the RPKM for *q-l*^*p*^ and 932VR was up to 2 or less than 0.5. The results indicated 515 differentially expressed genes between 932VR and *q-l*^*p*^, of which 234 were upregulated and 281 downregulated (S3 Table).

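The RPKM values of S3 Table came out as whole reads in both libraries for 511 of the 515 genes. Whole was taken more strictly here than within 0.05 of a read. BGIBMGA009522, with an RPKM of 243.404 in 932VR, lies close to 289 reads and was still left out of the 511. A listed gene had between 10 and 39504 reads in the 2 libraries together, with a median of 147. The median was 129.5 reads for the upregulated genes and 160 for the downregulated genes. No read was counted in 932VR for 39 genes and in *q-l* p for 58 genes, and 141 genes had 3 reads or fewer in one of the libraries. The largest of the paper's p-values in this table is 0.0499. When these p-values were adjusted by the Benjamini-Hochberg method over all 14623 genes, 100 genes kept an adjusted p-value under 0.05, of which 66 were upregulated and 34 downregulated. With the Bonferroni adjustment, chosen after the data had been seen, the number was 44. Of the 86 genes with at most 30 reads in the 2 libraries, 2 passed the Benjamini-Hochberg threshold. The deposited tables list variant sites in 355 of the 515 genes.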

**Fig 2:**
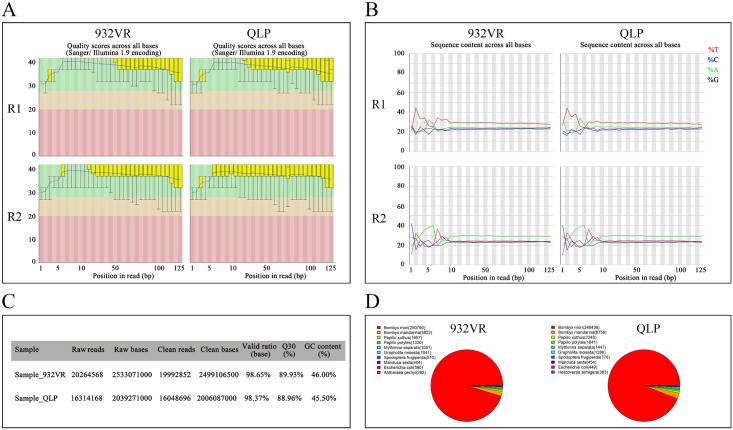
Quality evaluation of the RNA-Seq data. (A) Quality evaluation of bases. (B) Base distribution. (C) Pretreatment of the data quality. (D) Pollution detection of reads.

Based on BLASTGO analysis, we examined the top 10 upregulated and downregulated genes in *q-l*^*p*^ compared to 932VR. The upregulated genes mainly encode structural constituents of the cuticle, membrane proteins, transport related proteins, protein binding proteins, enzymes catalyzing oxidation-reduction process, hydrolases, and ATP-binding proteins. The downregulated genes mainly encode protein-binding proteins, structural constituents of the membrane, transport related proteins, enzymes catalyzing oxidation-reduction process, hydrolases, ATP-binding proteins, nucleic acid-binding proteins, and transcription factors. (Fig 3).

**Fig 3:**
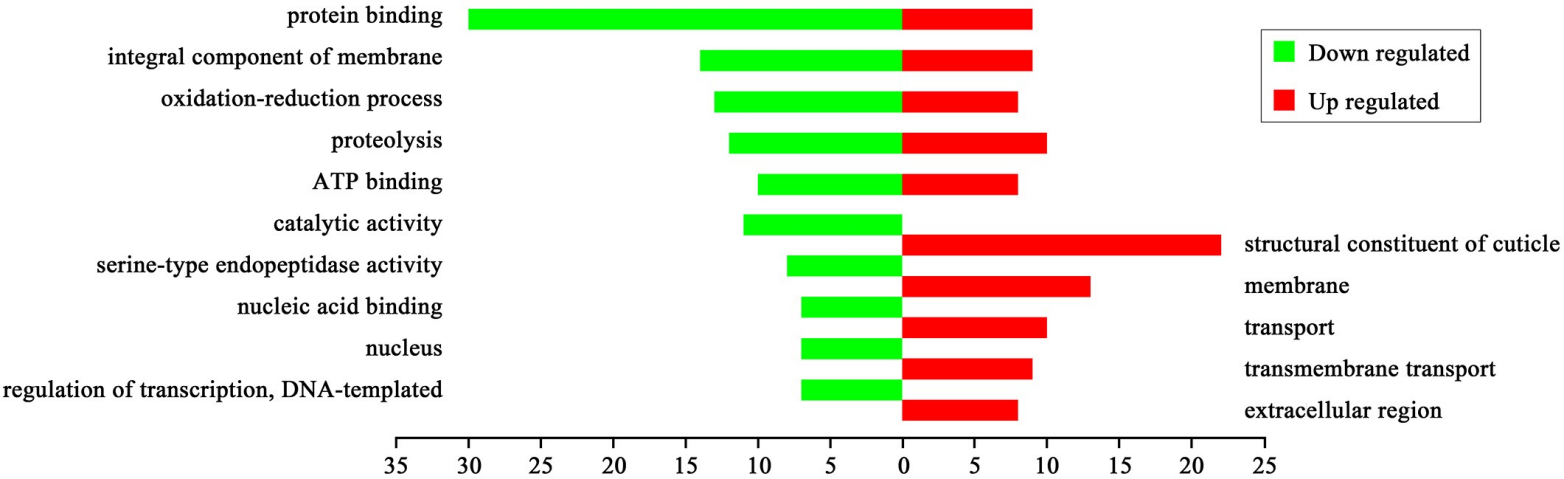
Functional categories of differentially expressed genes in the *q-l*^*p*^ mutant.

### Verifying the accuracy of the RNA-Seq data by qRT-PCR

First, we analyzed several housekeeping genes. Although no significant difference between the wild-type 932VR and the mutant *q-l*^*p*^ was observed for glyceraldehyde-3-phosphate dehydrogenase (*BGIBMGA007490*, fold = 1.34) or ribosomal protein L3 (*BGIBMGA013567*, fold = 1.05), a significant difference for BmActin3 (*BGIBMGA005576*, fold = 0.26) was found. 

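GAPDH had 21826 reads in 932VR and 20712 in *q-l* p, a fold change of 1.25 (95% confidence interval 1.22 to 1.27, adjusted p = 4.15e-114, Fisher's exact test). Ribosomal protein L3 had 13562 and 10085 reads, a fold change of 0.978 (0.953 to 1.00), with an adjusted p-value of 0.115 by the same exact test. On the paper's RPKM scale, a setting added after the data had been seen, its fold change was 1.05, on the other side of 1, and the call changed to a difference (adjusted p = 0.000600, exact binomial test). The counting error of genes with so many reads is small, and the variation between silkworms of one strain is not included in these intervals. The paper's rule for a difference also asks for a 2-fold change, which GAPDH and L3 do not reach. The values of BmActin3 in S1 Table correspond to 2512 reads in 932VR and 472 in *q-l* p, a fold change of 0.247 (0.223 to 0.273), while its values in S3 Table correspond to 4965 and 929 reads, a fold change of 0.246. In S1 Table the value of 1 read for this gene is 0.845 in 932VR and not 0.842. The deposited tables list 12 variant sites in the L3 gene on scaffold Bm_scaf130 from 374015 to 376808, with a coverage of 3 to 22 reads. Of these sites, 7 have an alternative allele share between 0.2 and 0.8. This coverage is low beside the 13562 and 10085 reads of the gene, so the sites may not stand for most of its transcripts.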

We then determined that the accuracy of the RNA-Seq data reached the required level. Based on manifestations of the mutants and the differentially expressed genes according to RNA-Seq, we selected certain genes for qRT-PCR testing, including differentially expressed genes, key biosynthesis genes for the three types of pigments and chitin and genes coding cuticular proteins and several related nuclear receptors. The results are listed in Table 1 and S1 Table.

**Table 1:** Comparison of RPKM between qRT-PCR.

Team	Gene name	Gene id.	Fold change (QLP/932VR)		Consistency	
			RPKM	qRT-PCR	Up	Down
(a)	larval cuticle protein LCP-22	BGIBMGA000332	47.93	7.14	√	
	larval cuticle protein LCP-12	BGIBMGA002548	29.01	1.59	√	
	cuticular protein	BGIBMGA003728	52.36	0.11	×	
	cuticular protein	BGIBMGA005303	0.01	0.04		√
	myosin heavy chain, non-muscle	BGIBMGA005536	0.00	0.08		√
	alanine-tRNA ligase, cytoplasmic	BGIBMGA006216	266	0.10	×	
	cuticular protein glycine-rich	BGIBMGA008212	134.98	1.12	√	
	unknown	BGIBMGA009159	0.02	0.04		√
	cytochrome P450	BGIBMGA009522	0.00	0.01		√
	nesprin-1	BGIBMGA010472	0.02	0.07		√
	trypsin-1	BGIBMGA013698	Inf	1.40	√	
	mucin	BGIBMGA013949	0.03	0.08		√
(b)	N-β-alanyl-dopamine synthase	BGIBMGA000031	Ne	Ne	Ne	Ne
	tyrosine hydroxylase	BGIBMGA000563	1.41	0.63	×	
	yellow	BGIBMGA001149	55.33	0.02	×	
	N-β-alanyl-dopamine hydrolase	BGIBMGA002077	1.41	0.00	×	
	dopa decarboxylase	BGIBMGA003199	1.13	19.38	√	
	phenylalanine hydroxylase	BGIBMGA003866	0.39	0.77		√
	yellow-f4-2	BGIBMGA003918	Ne	Ne	Ne	Ne
	yellow-e	BGIBMGA007253	0.51	0.05		√
	yellow-h2	BGIBMGA007255	22.30	17.47	√	
	dopamine acetyltransferase	BGIBMGA008538	3.99	10.46	√	
	blank	BGIBMGA012088	Inf	47.40	√	
	yellow-f2	BGIBMGA014032	0.28	0.21		√
	yellow-x	BGIBMGA014224	0.75	0.32		√
(c)	phenoxazinone synthetase	BGIBMGA006740	1.26	2.85	√	
	ommochrome-binding protein 1	BGIBMGA007285	0.46	1.57		×
	ommochrome-binding protein 2	BGIBMGA007286	0.42	0.96		√
	kynurenine formamidase	BGIBMGA007856	1.91	1.68	√	
(d)	GTP- cyclohydrolase -a	BGIBMGA001235	0.72	0.78		√
	GTP- cyclohydrolase -b	BGIBMGA008134	1.41	39.31	√	
(e)	FTZ-F1	BGIBMGA000716	2.04	2.82	√	
	HR38	BGIBMGA002964	1.54	2.51	√	
	ecdysone receptor	BGIBMGA006767	0.72	0.52		√
	HR39	BGIBMGA007914	3.22	3.87	√	
	E74a	BGIBMGA007970	0.87	5.34		×
(f)	UDP-N-acetylglucosamine pyrophosphorylase	BGIBMGA001609	1.36	2.75	√	
	glucose-6-phosphate isomerase	BGIBMGA004221	0.95	0.19		√
	glutamine: fructose-6-phosphate-aminotransferase	BGIBMGA007517	3.71	3.67	√	
	trehalase	BGIBMGA005665	2.16	5.71	√	
	glucosamine-6-phosphate N-acetyltransferase	BGIBMGA005161	0.64	6.76		×
	β-N-acetyl-glucosaminidase	BGIBMGA011646	0.61	0.24		√
	chitinase	BGIBMGA008709	0.17	0.00		√
	chitinase	BGIBMGA010240	0.08	0.00		√
(g)	BmActin3	BGIBMGA005576	0.26	0.22		√

(a) prominently differentially expressed genes among RNA-seq data; (b) key genes for biosynthesis of melanin; (c) key genes for biosynthesis of ommochrome; (d) key genes for biosynthesis of pteridine; (e) Genes encoding several related nuclear receptors; (f) key genes for biosynthesis of chitin; (g) BmActin3

**Inf**: gene expressed in *q-l*^*p*^ but not in 932VR

**Ne**: not expressed in neither *q-l*^*p*^ nor 932VR

### Differentially expressed genes

After analysis of differentially expressed genes revealed by RNA-Seq, we selected 12 strongly differentially expressed genes for qRT-PCR testing; the results are listed in Table 1. 

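The 12 strongly differentially expressed genes of Table 1 had between 191 and 8093 reads in the 2 libraries together, and the number of reads differed between the libraries for all 12. The paper chose these genes for their difference in the same libraries, so this result was close to fixed in advance. Among the 46 genes of S1 Table that could be tested, these 12 included, 33 had an adjusted p-value under 0.05. A gene length was held for 9 of the 46 genes. Among these 9, inverting the RPKM formula with the length raised the number with a different number of reads from 5 to 8. That formula gave more reads than the libraries hold on genes, so the added calls are no evidence of a difference. The genes added were *TH*, *GTP-CH I a* and *UNAP*. Larval cuticle protein LCP-22 (BGIBMGA000332, scaffold Bm_scaf18, 611711 to 612843) had 6 reads in 932VR and 204 in *q-l* p, a fold change of 44.7 (95% confidence interval 20.2 to 123). LCP-12 (BGIBMGA002548, Bm_scaf14, 5814710 to 5816026) had 105 and 2161 reads, a fold change of 27.1 (22.2 to 33.2). The cuticular proteins BGIBMGA003728 and BGIBMGA008212 had 7 and 4 reads in 932VR against 260 and 383 in *q-l* p. No read of trypsin-1 (BGIBMGA013698) was counted in 932VR against 206 in *q-l* p, so that it was at least 90.3-fold higher. Alanine-tRNA ligase (BGIBMGA006216) had 1 and 190 reads and was at least 83.3-fold higher. In the other direction, the cuticular protein BGIBMGA005303 fell from 8036 reads to 57, BGIBMGA009159 from 1562 to 19 and mucin (BGIBMGA013949) from 2775 to 57. Cytochrome P450 (BGIBMGA009522) had 288 reads in 932VR and none in *q-l* p. Variant sites were listed in 8 of the 12 genes. Mucin held 35 of them, covered by 13 to 85 reads, and all 4 sites in alanine-tRNA ligase, covered by 27 to 87 reads, carried the alternative base in 40.2% to 55.4% of the pooled reads.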

Of the 12 genes, 6 were upregulated by RPKM and 6 downregulated. qRT-PCR results showed that 10 genes were consistent with the RPKM values. The remaining two genes were upregulated according to RPKM but downregulated according to qRT-PCR. These results indicated an effective rate of RNA-Seq of 83.33% and that the RNA-Seq data were reliable. Among the 10 genes strongly differentially expressed between 932VR and *q-l*^*p*^, four appear to encode cuticle proteins, one encodes the heavy chain of myosin, one encodes trypsin 1, one encodes nesprin 1, one encodes mucin, one encodes a member of the cytochrome P450 family and one is unknown.

The main phenotype of *q-l*^*p*^ is an epidermis that is similar in appearance to the pigment mutant *quail*; the pigment is one of the important characteristics of the epidermis [26], and there are many cuticle proteins in the epidermis [27]. Indeed, almost half of the 10 strongly differentially expressed genes encode cuticle proteins, and they may play key roles in formation of the epidermis and pigmentation. Members of the cytochrome P450 family comprise monooxygenases belonging to the CYP gene family [28]. In insects, cytochrome P450 is involved in many anabolism processes, including metabolism of exogenous substances such as plant secondary metabolites and pigments, as well as endogenous substances such as juvenile hormone, ecdysone, fatty acid, and pheromones [29]. Downregulation of cytochrome P450 in *q-l*^*p*^ may influence the synthesis and signaling of a series of hormones. Trypsin is a protein hydrolase, a large class of differentially expressed genes in *q-l*^*p*^. Mucin, mainly distributed in epithelial cells, has a protective role inside cells and can also contribute to a protective extracellular mucin gel [30]. Downregulation of mucin in *q-l*^*p*^ may be related to its high death rate, as *q-l*^*p*^ is more easily damaged by adverse environmental factors. Nesprin 1, a component of the karyotheca, belongs to a nuclear skeleton and cytoskeleton protein family that contains multiple repetitive sequences, the function of which is to connect the cell nucleus to the actin cytoskeleton, affecting myokinesis [31]. The heavy chain of myosin (fold = 0.42) and BmActin3 (fold = 0.26) were downregulated, similar to nesprin 1 (fold = 0.05). Such genes are directly related to muscle contraction [32], and their downregulation might influence mobility and vitality, consistent with the *q-l*^*p*^ larval phenotype of reduced food consumption, slow growth and low vitality.

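By the reads behind S1 Table, the heavy chain of myosin (BGIBMGA005536, Bm_scaf33, 3783294 to 3787572) had 197 reads in 932VR and 0 in *q-l* p, a fold change of at most 0.0200. The adjusted p-value was 1.28e-48 (Fisher's exact test). Nesprin 1 (BGIBMGA010472, Bm_scaf6, 703391 to 713544) had 3406 reads in 932VR and 58 in *q-l* p, a fold change of 0.0224 (95% confidence interval 0.0170 to 0.0290). Table 1 of the paper gives 0.00 and 0.02 for these genes. The deposited tables list 2 variant sites in the myosin gene, covered by 29 and 94 reads, and 5 sites in the nesprin 1 gene, covered by 2 to 25 reads.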

### Differentially expressed pigment biosynthesis genes

Melanin is one of the most important pigments, and it has been studied in detail in *Drosophila melanogaster* [4, 9–14]. 

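Reads of genes for melanin biosynthesis in Table 1 were compared between the libraries. *Yellow* (BGIBMGA001149, Bm_scaf1, 6302561 to 6312118) had 4 reads in 932VR and 157 in *q-l* p, a fold change of 51.6 (95% confidence interval 19.8 to 192). *Yellow-h2* (BGIBMGA007255) rose from 11 to 174 reads, a fold change of 20.8 (11.3 to 42.4). The gene lies on Bm_scaf92 from 1443891 to 1449149, near *yellow-e* (BGIBMGA007253, 1506236 to 1527876), which fell from 517 to 186 reads, a fold change of 0.473 (0.398 to 0.560). *Yellow-f2* fell from 92 to 18 reads, while *dat* rose from 6 to 17 reads. *Tan* had 437 reads in each library, a fold change of 1.31 with an adjusted p-value of 9.72e-05 (Fisher's exact test). For *TH* (15 and 15 reads), *Ddc* (15 and 12 reads) and *yellow-x* (15 and 8 reads) no difference was detectable at this depth. The adjusted p-values were 0.523, 1 and 0.575 (Fisher's exact test). By the RPKM formula with the gene length, *TH* came to 242 reads in 932VR and 259 in *q-l* p and passed the threshold. That formula was set aside above because its totals exceed all reads on genes, so this pass is no evidence of a difference. No read of *ebony* was counted in either library, and *blank* had 0 reads in 932VR and 1 in *q-l* p, which gives no fold change. The values of *yellow-f4* in S1 Table were not whole multiples in either library and were not used.

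**Figure D1:**
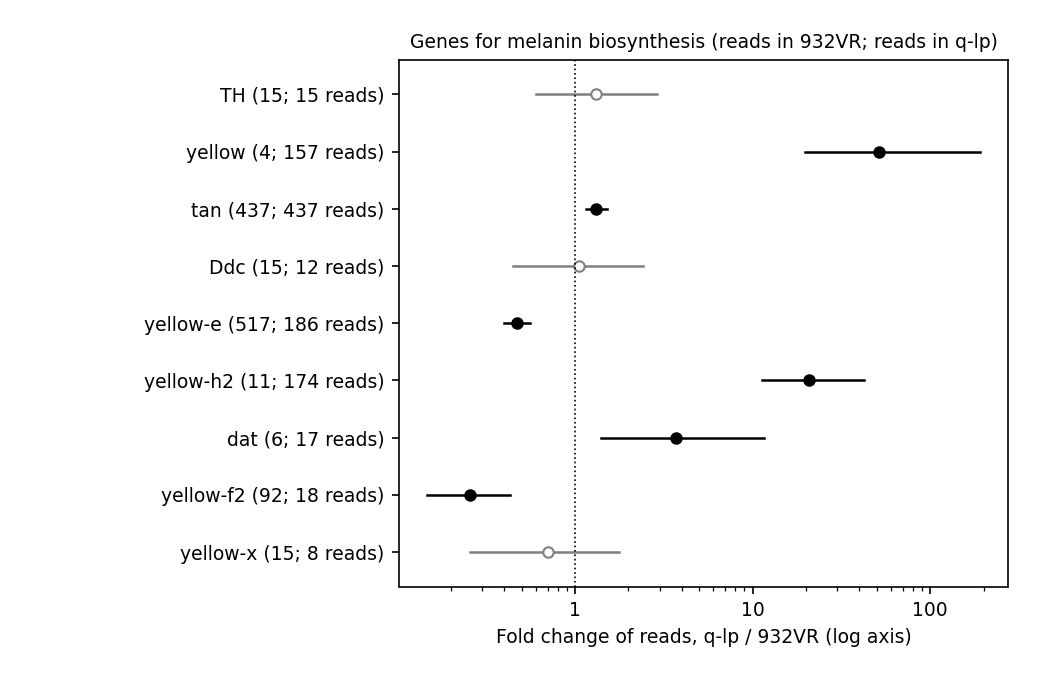
Fold change of reads of genes for melanin biosynthesis in 1 library of *q-l* p against 1 library of 932VR, scaled by the reads on genes, on a log axis. Points are fold changes and lines are exact 95% confidence intervals; filled points have an adjusted p-value under 0.05. The intervals of *TH*, *Ddc* and *yellow-x* cross 1, and *yellow* and *yellow-h2* lie farthest to the right.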

We analyzed key genes of melanin biosynthesis based on the synthesis pathway of *D*. *melanogaster* (Fig 4A). Melanin is produced from tyrosine by a series of enzymatic reactions. Tyrosine is produced from phenylalanine via phenylalanine hydroxylase (*PAH*) [33] and is then transformed to dopa via tyrosine hydroxylase (*TH*). The results for *PAH* (fold = 0.77) and *TH* (fold = 0.63) expression in *q-l*^*p*^ were not obviously different from the results for 932VR. However, *yellow* (fold = 0.02) and *yellow-f2* (fold = 0.21) were downregulated in *q-l*^*p*^; these two genes play key roles in the processing of dopa to dopa melanin [12, 15]. Dopa decarboxylase (*Ddc*, fold = 19.38) catalyzes the step from dopa to dopamine, and dopamine acetyltransferase (*dat*, fold = 10.46) catalyzes the step from dopamine to N-acetyl dopamine (NADA); both were upregulated in *q-l*^*p*^, leading to accumulation of dopamine and NADA. *Yellow-e* catalyzes the reaction from NADA to NADA sclerotin, and downregulation of *yellow-e* (fold = 0.05) leads to further accumulation of dopamine and NADA. Silencing *ebony*, which encodes the enzyme catalyzing the reaction from dopamine to N-β-acetyl dopamine (NBAD), also leads to further accumulation of dopamine and NADA. A lack of *ebony* might be a reason for the downregulation of *tan* (fold = 0), which catalyzes the step from NBAD to dopamine and the upregulation of *blank* (fold = 47.4), which catalyzes the step from uracil to β-alanine [34]. Upregulation of *Ddc* leads to most available dopa being transformed into dopamine, and a decrease in dopa and downregulation of *yellow* and *yellow-f2* lead to a lack of dopa melanin. However, accumulation of dopamine causes production of more dopamine melanin, resulting in brownness, and might be responsible for the mutant *q-l*^*p*^.

**Fig 4:**
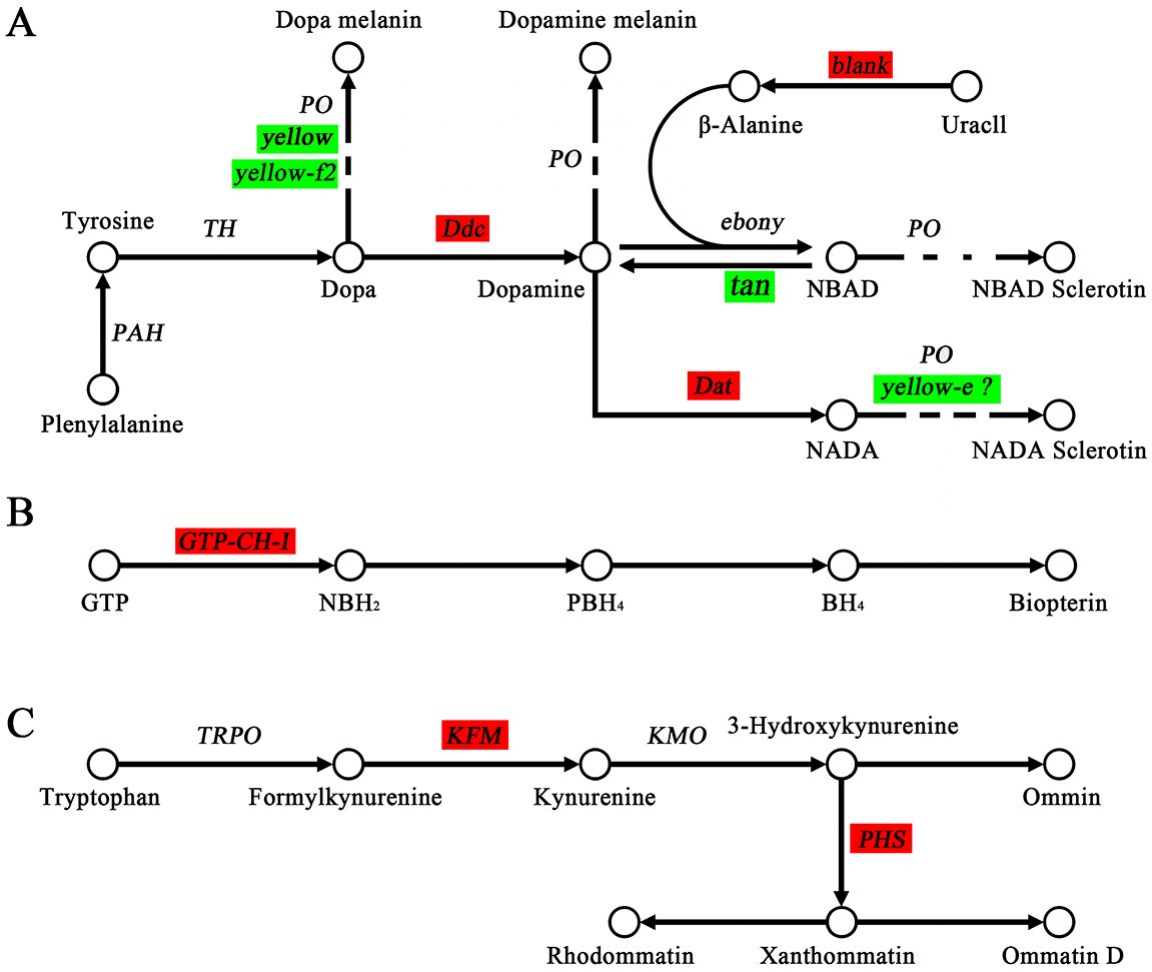
The pigment pathways of melanin ^A^, pteridine ^B^ and ommochrome ^C^. Genes with green background represent their downregulation and red for upregulation in *q-l*^*p*^.

GTP cyclohydrolase (*GTP-CH*) is the first enzyme in the biosynthesis of pteridine [20, 35]. Two types of *GTP-CH*s are expressed differentially; no difference in *GTP-CH I a* (fold = 0.78) was observed between 932VR and *q-l*^*p*^, though *GTP-CH I b* (fold = 39.31) was markedly upregulated in *q-l*^*p*^, which is consistent with *quail* [20]. Upregulation of *GTP-CH I* would cause an increase in BH2, followed by an increase in BH4, and eventually cause an increase in biological pteridine, which might lead to pigment deposition in the epidermis (Fig 4B).

Ommochrome is a metabolite of tryptophan and can be transformed into different colors varying from red, purple, black to yellow by participating in redox reactions [36]. As an excess of tryptophan is poisonous to an organism, transforming tryptophan to ommochrome avoids tryptophan accumulation [7]. Tryptophan 2,3-dioxygenase plays a role in converting tryptophan to formylkynurenine. Kynurenine is then produced from formylkynurenine via kynurenine formamidase (*KFM*) and converted to 3-hydroxy kynurenine. Xanthommatin is a ommochrome derived from two molecules of 3-hydroxy kynurenine through the action of phenoxazinone synthetase (*PHS*) [37, 38]. In *q-l*^*p*^, these two key genes, *KFM* (fold = 1.68) and *PHS* (fold = 2.85), were upregulated, which might result in more xanthommatin production. Ommochrome-binding protein (*OBP*) is a key pigmentation-related protein in the epidermis [39]. According to our RNA-Seq results, two *OBP*s are downregulated in *q-l*^*p*^. However, after confirmation using qRT-PCT, *OBP1* (fold = 1.57) was shown to be upregulated in *q-l*^*p*^, with no difference in *OBP2* (fold = 0.96) between 932VR and *q-l*^*p*^. These results also correspond to the *quail* mutant [20]. 

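*OBP1* (BGIBMGA007285) had 46 reads in 932VR and 15 in *q-l* p, a fold change of 0.429 (95% confidence interval 0.222 to 0.782, adjusted p = 0.00668, Fisher's exact test). *OBP2* (BGIBMGA007286) had 211 and 63 reads, a fold change of 0.393 (0.291 to 0.522). Both genes lie on Bm_scaf92, from 470463 to 471251 and from 475785 to 476573, 4534 bp apart. The authors' counting could have split reads between them if their sequences are alike. The deposited tables list 8 variant sites in *OBP1*, covered by 2 to 4 reads, and 21 in *OBP2*, covered by 2 to 53 reads.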

Upregulation of *KFM* and *PHS* leads to accumulation of ommochrome, and upregulation of OBP enhances this process, which might facilitate the observed pigmentation in *q-l*^*p*^ (Fig 4C).

### Differentially expressed genes encoding cuticle proteins

The epidermis is a very important organ of the silkworm, providing protection for external adverse environmental factors. The silkworm must go through several molting processes in larval development stages, during which, the old epidermis is replaced by a new epidermis. To maintain epidermal markings, pigment is deposited in every molt. The epidermis is composed of a large number of cuticle proteins and chitin. There are more than 200 cuticle protein genes in *B*. *mori* [27] (S4 Table), of which 107 were not expressed (RPKM<5 in both 932VR and *q-l*^*p*^) and 101 were expressed. Of the 101 expressed genes, 78 were upregulated and 23 downregulated in *q-l*^*p*^. In addition, 66 and 13 genes were upregulated and downregulated ≥2-fold in *q-l*^*p*^; for fold changes ≥5 in *q-l*^*p*^, we found 42 upregulated genes and 6 downregulated genes (Fig 5).

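All RPKM values of the 208 cuticle protein genes in S4 Table came out as whole reads. The 101 expressed genes had 131532 reads in 932VR and 142648 in *q-l* p, which is 1.16% and 1.65% of the reads on genes. The 10 genes with the most reads held 85.8% of these reads in 932VR and 86.2% in *q-l* p, and 9 of the 10 were higher in *q-l* p after scaling by the reads on genes, or 6 of the 10 with GAPDH set equal in both libraries. The median gene had 17 reads in 932VR and 50 in *q-l* p. With the reads scaled by the reads on genes, 78 genes were again higher and 23 lower. With the scaling by GAPDH, the setting that moved the split most, 72 were higher and 29 lower. The number of reads differed for 82 of the 101 genes (adjusted p under 0.05, Fisher's exact test, adjusted over the 101 genes), of which 64 were higher and 18 lower in *q-l* p after scaling by the reads on genes. Variant sites were listed in 72 of the expressed genes, 492 in all.

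**Figure D2:**
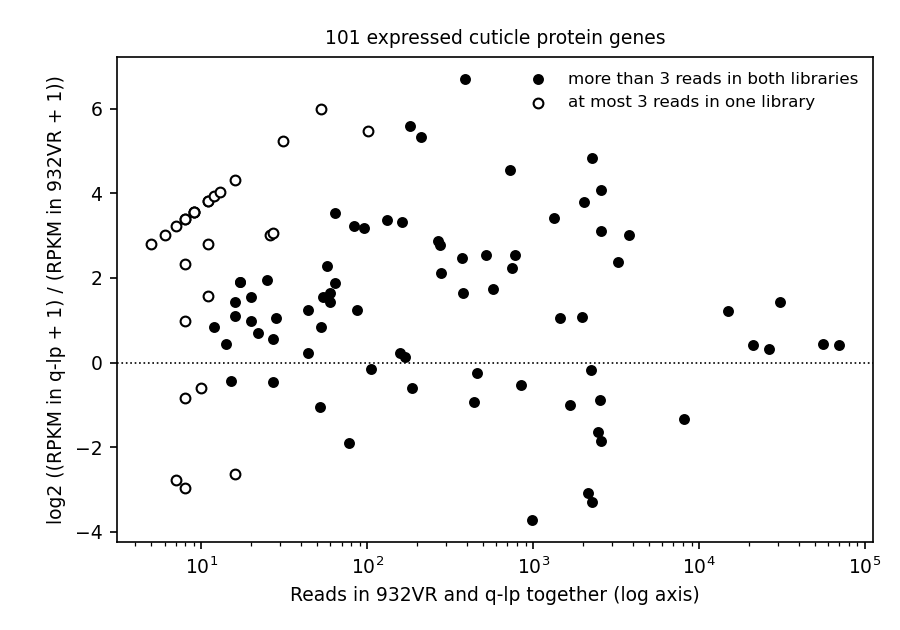
Change of the 101 expressed cuticle protein genes between 1 library of *q-l* p and 1 library of 932VR, as log2 of the RPKM ratio with a pseudocount of 1, against the reads of the gene in both libraries on a log axis. Each point is a gene; open points are the 27 genes with at most 3 reads in one library. There are 78 points above 0 and 23 below.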

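Scaled by the reads on genes, 63 genes were at least 2-fold higher and 14 at least 2-fold lower in *q-l* p, and 40 and 6 genes passed 5-fold. With GAPDH set equal, these numbers were 57 and 17 at 2-fold and 37 and 7 at 5-fold. All these counts take the plain ratio of the reads and not the bound against 3 reads. Some genes counted as passing 5-fold do not reach it by the bound. Examples are BGIBMGA000269 (0 and 5 reads, a bound of 2.19-fold) and BGIBMGA000271 (1 and 10 reads, a bound of 4.38-fold). Among the 42 genes upregulated at least 5-fold by RPKM, 20 had 3 reads or fewer in 932VR. Their reads in the 2 libraries together ranged from 5 to 3803, and the number of reads differed between the libraries for all 42. The 42 genes were picked by the ratio of these same reads, so this result does not check the choice. The 6 genes downregulated at least 5-fold had 7 to 2263 reads, of which 3 had 3 reads or fewer in *q-l* p. The bounds of these 3 genes were 0.563, 0.493 and 0.263, which does not establish 5-fold. Of the 107 genes counted as not expressed, 79 had no read in either library and none had more than 6 reads.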

**Fig 5:**
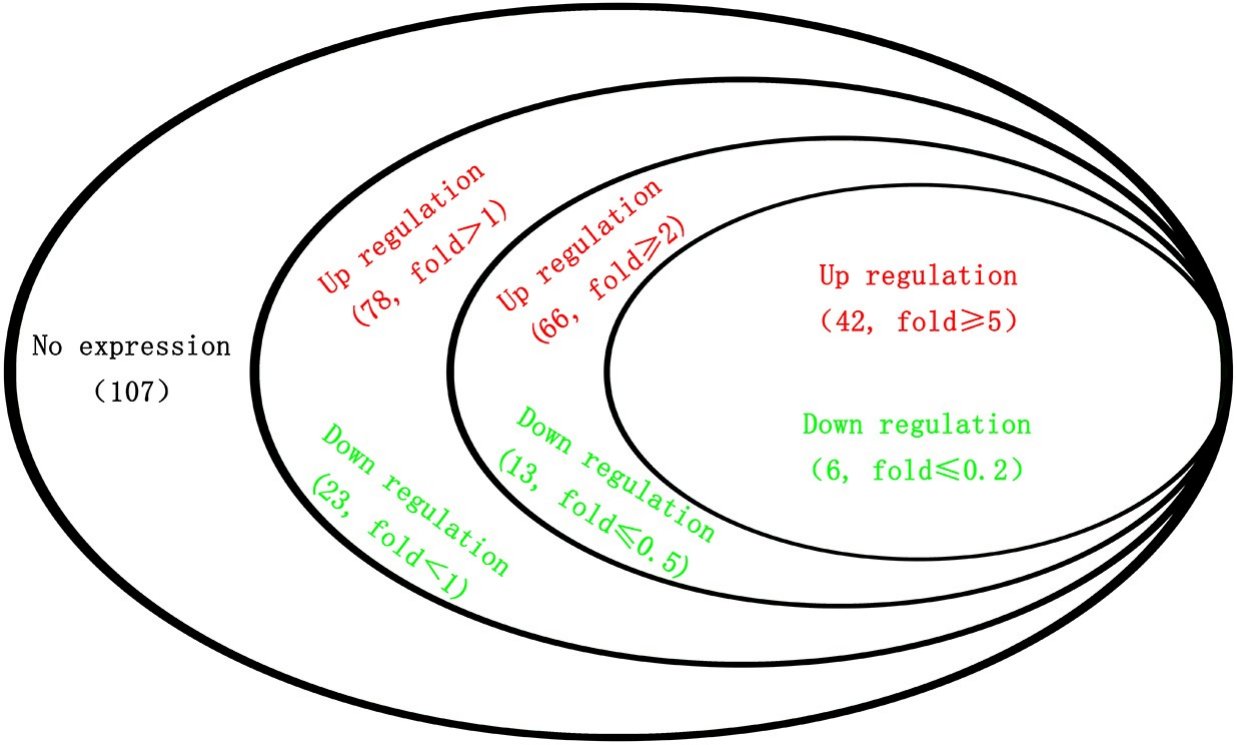
Differentially expressed cuticular genes.

The results above reveal more upregulated genes (77.2%) than downregulated genes (22.8%), and for fold changes ≥5, the ratio of upregulated genes reached 87.5%. In *q*, the inverse is true: of 62 differentially expressed genes, only 15 genes are upregulated and 47 downregulated, with a ratio of upregulated genes of 24.2% [20]. By comparing samples, we found that the control *q* strain Dazao exhibits normal markings but that the control *q-l*^*p*^ 932VR strain is a plain silkworm. Therefore, some of these upregulated genes might be associated with normal marking formation.

By comparing differentially expressed cuticular genes between *q*/Dazao and *q-l*^*p*^/932VR, we found 5 upregulated genes and 3 downregulated genes in *q* and *q-l*^*p*^ as fold≤0.5 or fold≥2 (Table 2). These genes might play key roles in the pigmentation of *q* and *q-l*^*p*^.

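The 8 genes of Table 2 differ widely in depth, and 4 of them had at most 20 reads in the 2 libraries together. BGIBMGA001444 (Bm_scaf7, 2858712 to 2868281) fell from 1977 reads in 932VR to 164 in *q-l* p, a fold change of 0.109 (95% confidence interval 0.0924 to 0.128). The glycine-rich genes BGIBMGA002384 and BGIBMGA002385 rose from 151 to 627 and from 170 to 404 reads, fold changes of 5.46 (4.56 to 6.56) and 3.12 (2.61 to 3.76). BGIBMGA002549 rose from 12 to 45 reads. BGIBMGA000274 had 7 reads in 932VR and 0 in *q-l* p, BGIBMGA012213 had 8 and 0, and BGIBMGA008254 had 0 and 9. BGIBMGA000371 had 3 reads in 932VR and 5 in *q-l* p, a difference that was not detectable at this depth (p = 0.304, Fisher's exact test, adjusted over the 8 genes). The other 7 genes had an adjusted p-value under 0.05. The paper picked the 8 genes partly by their fold change in these same libraries, so these tests do not check the choice. Variant sites in BGIBMGA002385 were covered by 7 to 92 reads and those in BGIBMGA001444 by 43 and 77. The libraries of *q* and Dazao were not analysed here.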

**Table 2:** Comparison of cuticular genes between *q*/Dazao and *q-l*^*p*^ /932VR.

Gene id.	Description	Fold change		Up or Down	
		q/Dazao	*q-l*^*p*^ /932VR		
BGIBMGA000274	RR2	0.15	0.00		Down
BGIBMGA000371	RR1	4.29	2.35	Up	
BGIBMGA001444	RR1	0.31	0.12		Down
BGIBMGA002384	glycine-rich	3.67	5.85	Up	
BGIBMGA002385	glycine-rich	2.25	3.35	Up	
BGIBMGA002549	RR1	2.54	5.29	Up	
BGIBMGA008254	hypothetical	2.04	Inf	Up	
BGIBMGA012213	RR1	0.32	0.00		Down

**Inf**: the gene is expressed in *q-l*^*p*^ but not in 932VR

### Differentially expressed genes in chitin synthesis

Moreover, we analyzed several chitin metabolism and biosynthesis related enzymes. 

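*GFPA* (BGIBMGA007517) had 149 reads in 932VR and 392 in *q-l* p, a fold change of 3.46 (95% confidence interval 2.86 to 4.21). Trehalase (BGIBMGA005665, Bm_scaf33, 2873946 to 2875682) had 15 and 23 reads, a fold change of 2.02 (1.01 to 4.15, adjusted p = 0.0471, Fisher's exact test). *UNAP* (BGIBMGA001609, Bm_scaf35, 4110784 to 4112244) had 106 and 102 reads, a fold change of 1.27 (0.954 to 1.68). *G6PI* (BGIBMGA004221, Bm_scaf152, 109360 to 124650) had 985 and 663 reads, a fold change of 0.885 (0.801 to 0.977). The adjusted p-values of *UNAP* and *G6PI* were 0.122 and 0.0227 (Fisher's exact test), and both calls depended on the scaling. On the paper's RPKM scale, added after the data had been seen, *UNAP* was at 1.36 with an adjusted p-value of 0.0394 and *G6PI* at 0.949 with 0.360. *G6PNA* (BGIBMGA005161) fell from 197 to 89 reads, a fold change of 0.594 (0.457 to 0.767), and *NAG* (BGIBMGA011646) from 368 to 160, a fold change of 0.572 (0.472 to 0.690). The chitinase BGIBMGA008709 had 853 reads in 932VR and 100 in *q-l* p, and the chitinase BGIBMGA010240 had 270 and 15. Their fold changes were 0.154 (0.124 to 0.190) and 0.0730 (0.0403 to 0.123). The deposited tables list 25 variant sites in *NAG*, covered by 3 to 73 reads, and 12 in the chitinase BGIBMGA010240, covered by 2 to 22 reads.

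**Figure D3:**
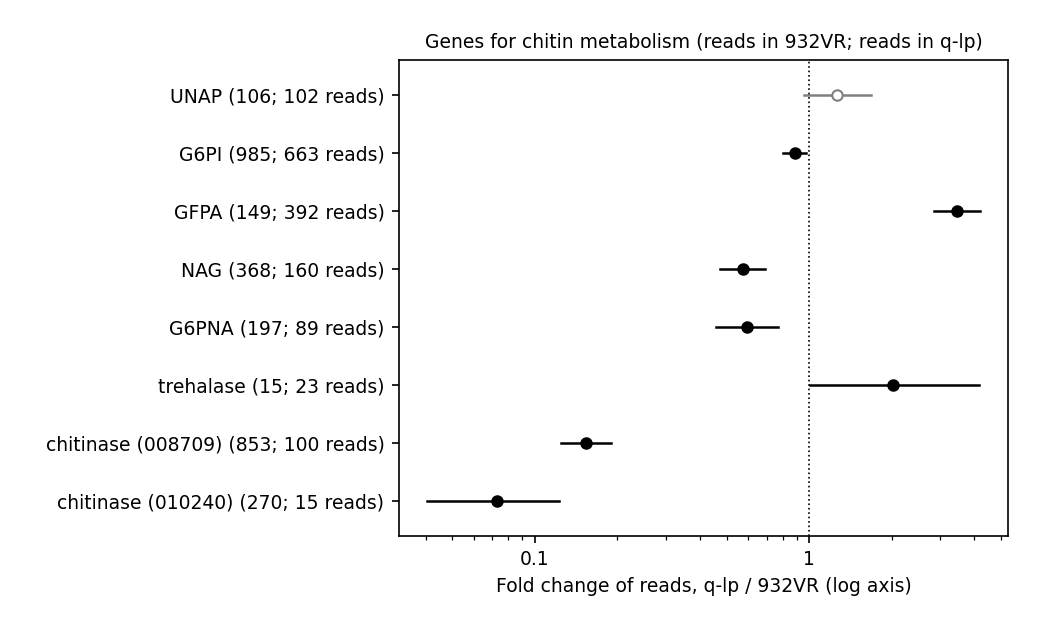
Fold change of reads of 8 genes for chitin synthesis and degradation in 1 library of *q-l* p against 1 library of 932VR, scaled by the reads on genes, on a log axis. Points are fold changes and lines are exact 95% confidence intervals; the open point, *UNAP*, has an adjusted p-value of 0.122. Both chitinases lie below 0.2 and *GFPA* lies at 3.46.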

Chitin is widely distributed in nature, and the main component is glycosaminoglycan [40], which constitutes the insect cuticle, trachea, and peritrophic membrane of the digestive tube, by binding proteins to protect the insect from damage [41]. The synthesis of chitin begins with glucose, with eventual conversion to UDP-N-acetylglucosamine [42]. There are many enzymes in the pathway, including trehalase, hexokinase, glucose-6-phosphate isomerase, glutamine:fructose-6-phosphateaminotransferase, glucosamine-6-phosphate-N-acetyltransferase, phosphoacetyl-glucosamine mutase, UDP-N-acetylglucosamine pyrophosphorylase and chitin synthetase [43].

Chitin synthesis is a complex process. We chose five key enzymes for analysis: trehalase, glucose-6-phosphate isomerase (G6PI), glutamine: fructose-6-phosphate-aminotransferase (GFPA), glucosamine-6-phosphate N-acetyltransferase (G6PNA) and UDP-N-acetylglucosamine pyrophosphorylase (UNAP), of which UNAP is the rate-limiting enzyme [43]. The results indicated G6PI (fold = 0.19) to be downregulated and trehalase (fold = 5.71), GFPA (fold = 3.67), G6PNA (fold = 6.76) and UNAP (fold = 2.75) upregulated in *q-l*^*p*^, which might lead to enhanced chitin synthesis. In the chitin metabolism pathway, after chitin is degraded to oligomers via chitinase, β-N-acetyl-glucosaminidase (NAG) converts the oligomers to monomers [44]. Two types of chitinase were expressed lowly in wildtype 932VR with no expression in *q-l*^*p*^ mutant. NAG (fold = 0.24) was also downregulated in *q-l*^*p*^. Downregulation of NAG and chitinase indicated the decrease of chitin degradation.

Increasing chitin biosynthesis and decreasing chitin metabolism might lead to accumulation of chitin. Correspondingly, many chitin-binding proteins were increased, consistent with the fact that more than 83.5% of differentially expressed cuticle protein genes were upregulated in *q-l*^*p*^. There were also more cuticle protein genes expressed in q-lp (96 genes expressed at RPKM≥5) than in 932VR (73 genes expressed at RPKM≥5). These results suggest that *q-l*^*p*^ requires more cuticle proteins than 932VR to produce its epidermis.

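Of the expressed genes, 28 reached an RPKM of 5 only in *q-l* p and 5 only in 932VR. The 28 genes had between 5 and 383 reads in *q-l* p, with a median of 11, and 24 of them had an adjusted p-value under 0.05 (Fisher's exact test). The 28 were picked by the same values, so these tests do not check the choice. At an RPKM of 10 or more, 85 genes were expressed in *q-l* p and 58 in 932VR. From its numbers of genes expressed at an RPKM of at least 5 in each strain and the split of the differentially expressed cuticle protein genes, the paper proposes that *q-l* p needs more cuticle proteins than 932VR for its epidermis.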

### Differentially expressed nuclear receptor genes

As transcription factors and signal transduction-related genes were abundant among the differentially expressed genes, we examined several nuclear receptors. 

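Among the 5 genes that the paper groups as nuclear receptors in Table 1, the number of reads differed between the libraries for 2. The paper also describes 1 of them, *E74a*, as having an ETS domain. *FTZ-F1* (BGIBMGA000716, Bm_scaf8, 6138564 to 6151644) had 76 reads in 932VR and 110 in *q-l* p, a fold change of 1.90 (95% confidence interval 1.41 to 2.58, adjusted p = 2.91e-05, Fisher's exact test). *HR39* (BGIBMGA007914) had 7 and 16 reads, a fold change of 3.00 (1.17 to 8.64). *HR38* (BGIBMGA002964, Bm_scaf13, 5864591 to 5867200) had 42 and 46 reads, a fold change of 1.44 (0.927 to 2.24). The ecdysone receptor *EcR* (BGIBMGA006767) had 45 and 23 reads, a fold change of 0.672 (0.388 to 1.13). *E74a* (BGIBMGA007970, Bm_scaf3, 9392944 to 9394419) had 26 and 16 reads, a fold change of 0.809 (0.405 to 1.57). For *HR38*, *EcR* and *E74a* a difference was not detectable at this depth, with adjusted p-values of 0.135, 0.171 and 0.575 (Fisher's exact test). Of the 11 variant sites listed in *HR38*, covered by 4 to 14 reads, 7 had an alternative allele share between 0.2 and 0.8. The 4 sites in *E74a* were covered by 15 or 16 reads and none had such a share.

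**Figure D4:**
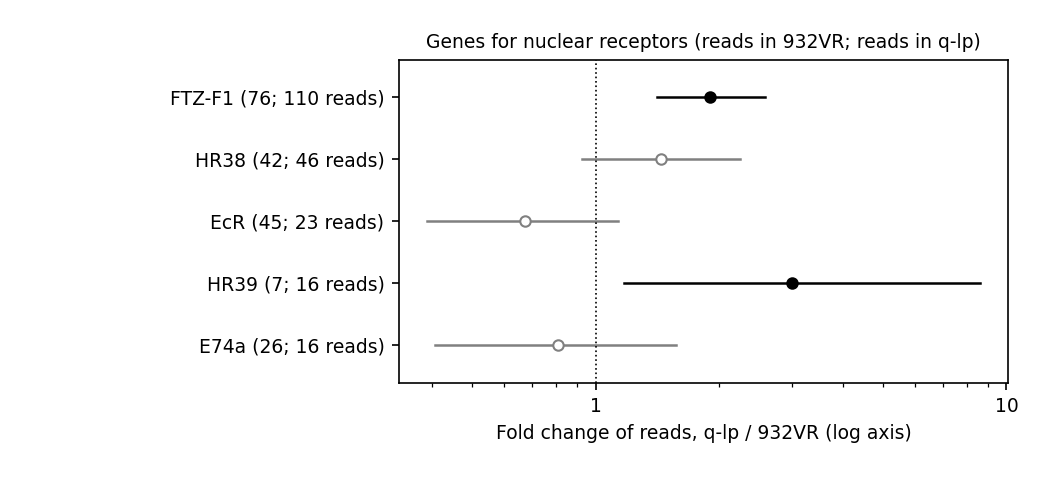
Fold change of reads of the 5 genes that the paper groups as nuclear receptors, scaled by the reads on genes, on a log axis. It sets 1 library of *q-l* p against 1 library of 932VR. Points are fold changes and lines are exact 95% confidence intervals; filled points have an adjusted p-value under 0.05. The intervals of *FTZ-F1* and *HR39* lie above 1 and those of the other genes cross 1.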

Nuclear receptors, a gene superfamily, interact with transcription factors to regulate the growth and development of eukaryotic cells [45]. There are two types of nuclear receptors, one of which has a known endogenous ligand; the other is termed an orphan receptor, as the ligand has yet to be identified [46]. In this study, we identified several common nuclear receptors, including FTZ-F1, E74a, HR38, HR39 and EcR [47], and the signal transduction pathway controlled by 20- hydroxyecdysone (20E) was exhibited in Fig 6. All of these receptors were upregulated, except for the ecdysone receptor (EcR, fold = 0.52).

**Fig 6:**
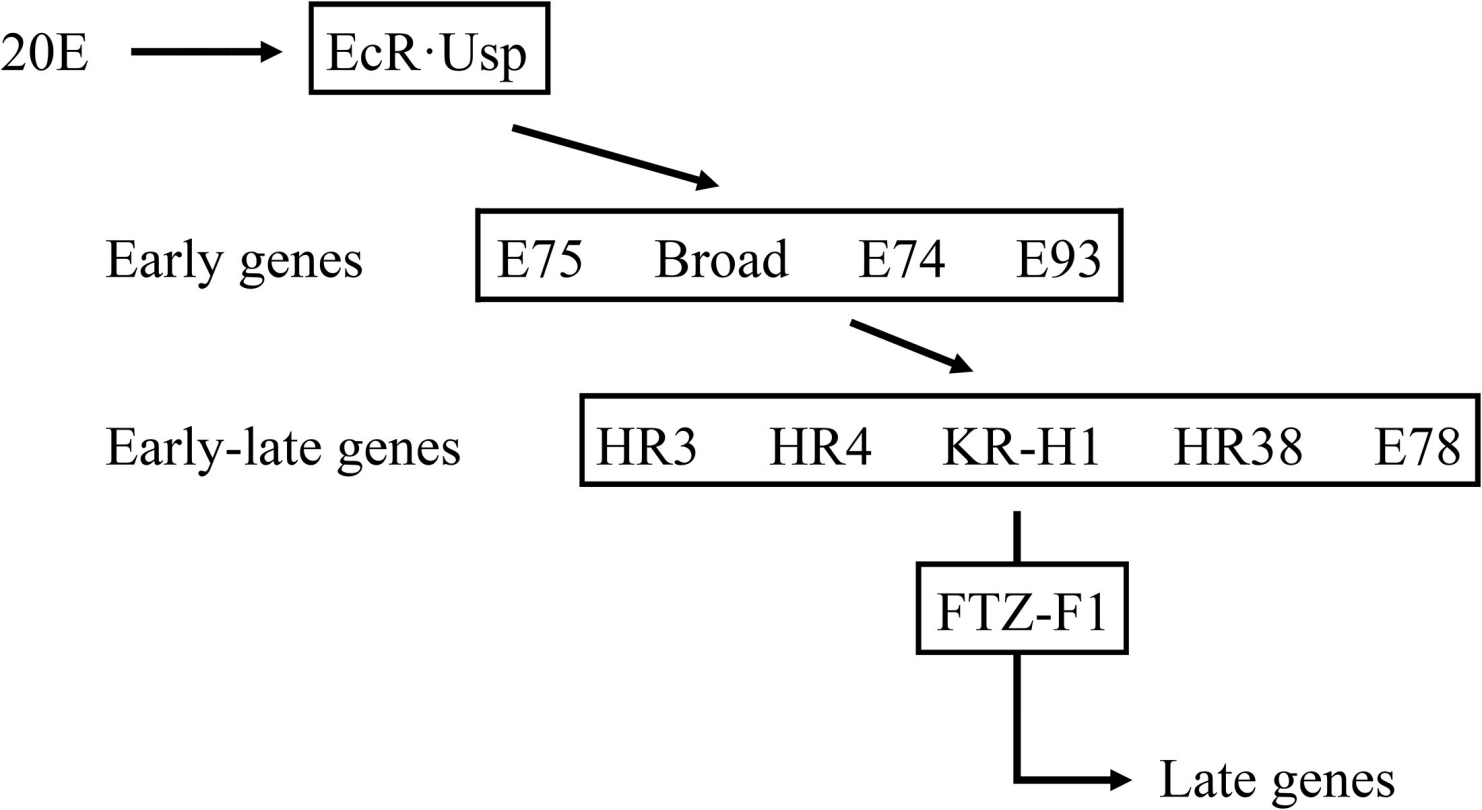
The signal transduction pathway of 20- hydroxyecdysone (20E).

HR38 belongs to the NR4A gene family, which can block the binding of heterologous dimers of EcR (ecdysone receptor) and USP (Ultra spiracle) [48, 49]. HR38 is also associated with epidermis formation [50, 51]. Upregulation of HR38 (fold = 2.51) might block the structure of EcR-USP heterologous dimers and affect the binding of EcR-USP and ecdysone [52], thus altering the downstream pathway regulated by ecdysone with correspondingly downregulation of the ecdysone receptor. Based on the above results, we hypothesized that upregulation of HR38 causes a reduction in EcR-USP and then blocks ecdysone signaling pathways, which might be responsible for developmental abnormalities phenotype, such as slow growth, low food consumption, and high mortality. Moreover, upregulation of HR38 also strengthens the synthesis of cuticle proteins, corresponding to the upregulated cuticular genes compared to downregulated cuticular genes in *q-l*^*p*^ and consistent with the finding that key enzymes of the chitin synthesis pathway were upregulated.

HR39 is necessary in female *D*. *melanogaster* flies due to its roles in copulation and fertilization. Additionally, HR39 also controls specific expression of cytochrome P450 [53, 54]. FTZ-F1 participates in larvae during molting and is associated with epidermization [55]. FTZ-F1 is highly homologous to HR39 [56], with the same binding sites in alcohol dehydrogenase (Adh), fushi tarazu (ftz), and new glue (ng) [57], indicating that FTZ-F1 and HR39 have other similar functions. E74a contains an E26 transformation-specific (ETS) domain and is induced by steroids to regulate transcription of genes such as L71-6 and L71-6, which are related to epidermis formation in pupae [58]. This steroid receptor was also upregulated in *q-l*^*p*^. Upregulation of these nuclear receptors is associated with epidermis formation, indicating that more cuticle proteins are synthesized in *q-l*^*p*^ than in 932VR. This was also consistent with the genes differentially expressed between 932VR and *q-l*^*p*^ and with the quantity and content of cuticle proteins in these strains.

## Conclusion

In this study, we analyzed the transcriptome of the epidermis silkworm (*B*. *mori*) *purple quail-like* mutant (*q-l*^*p*^) 4^th^-instar larvae during molting using RNA-Seq and validated the reliability by qRT-PCR. Our results allowed us to reach several conclusions. First, genes involved in biosynthesis of the pigments melanin, ommochrome and pteridine were all increased in the *q-l*^*p*^ mutant, which might be responsible for the pigmentation of the epidermis of this strain. 

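For ommochrome, *KFM* (BGIBMGA007856, Bm_scaf3, 3772772 to 3776960) had 28 reads in 932VR and 38 in *q-l* p, a fold change of 1.78 (95% confidence interval 1.07 to 3.02, adjusted p = 0.0353, Fisher's exact test). *PHS* (BGIBMGA006740, Bm_scaf10, 4413306 to 4415258) had 160 and 143 reads, a fold change of 1.17 (0.931 to 1.48). All 11 variant sites listed in *PHS*, covered by 6 to 36 reads, had an alternative allele share between 0.2 and 0.8. For pteridine, *GTP-CH I a* (BGIBMGA001235, Bm_scaf1, 10729703 to 10738863) had the same numbers of reads as *EcR*. *GTP-CH I b* (BGIBMGA008134, Bm_scaf52, 1719696 to 1719995) had 8 reads in each library, a fold change of 1.31 (0.430 to 4.02). The differences in *PHS* and in both *GTP-CH I* genes were not detectable at this depth. By the RPKM formula with the gene length, *GTP-CH I a* came to 301 reads in 932VR and 165 in *q-l* p and passed the threshold. That formula was set aside because its totals exceed all reads on genes, so this pass is no evidence of a difference. From the increase it reports for genes of these pathways and of melanin biosynthesis, the paper proposes that they may be responsible for the pigment of the epidermis.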

In the melanin synthesis pathway, a large amount of dopamine melanin would be produced but less dopa melanin, NBAD sclerotin and NADA sclerotin. Second, a greater abundance of cuticle proteins were expressed in *q-l*^*p*^ than in 932VR, with significantly more upregulated than downregulated cuticular genes, indicating that the *q-l*^*p*^ mutant requires more cuticle proteins to produce its epidermis than 932VR. Third, the downstream pathway regulated by ecdysone appeared to be blocked by HR38 upregulation, and correspondingly we found that the ecdysone receptor was downregulated, which might be responsible for the developmental abnormalities phenotype of *q-l*^*p*^.

## Supporting information

S1 Table Primers for qRT-PCR and qRT-PCR and RPKM results. (XLSX) Click here for additional data file.

S2 Table RPKMs of 14,623 known genes in *Bombyx mori q-l*^*p*^ and 932VR at 6 hours after molting of the 4^th^ instar. (XLSX) Click here for additional data file.

S3 Table Differentially expressed genes between 932VR and *q-l*^*p*^. (XLSX) Click here for additional data file.

S4 Table Expression of cuticle protein genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

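The epidermis of 4th-instar silkworms at 6 hours of molting was sequenced by the authors in 2 RNA-Seq libraries, 1 of 932VR and 1 of *q-l* p, each from a pool of 3 silkworms. The paper gives 19992852 and 16048696 reads, 13792700 and 10987505 of them aligned, and 11357633 and 8639063 on genes. The deposited tables hold variant sites in which the authors list, for the 2 libraries together, the coverage as a count of reads and the alternative base as a percent of that count. The authors aligned the reads to the silkworm genome of SilkDB; the aligner settings, the variant caller and its filters are not stated in the text of the paper. Reads with the reference and the alternative base were computed from the coverage and the percent. Gene starts and ends on SilkDB scaffolds are those of the deposited tables. RPKM values and p-values were taken from S1 to S4 Table, where S2 Table was held for 1998 of 14623 genes only.

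RPKM values were divided by the step of each library, 0.842 in 932VR and 1.19 in *q-l* p, to obtain reads, and for 5 genes of S1 Table by a second step of 0.845 and 1.18. Of the 47 genes of S1 Table, 46 were used; *yellow-f4* was left out because its values are not whole multiples of a step. Fold changes are ratios of reads scaled by the reads on genes, with exact (Clopper-Pearson) 95% confidence intervals. Reads were compared with Fisher's exact test (two-sided), adjusted by the Benjamini-Hochberg method over the 46 genes of S1 Table, the 8 genes of Table 2 or the 101 expressed cuticle protein genes. The threshold was an adjusted p-value of 0.05. At 3 reads or fewer in one library a bound was computed with 3 reads in place of the lower number. This bound leaves out counting error and is not a confidence limit. At 3 or fewer in both libraries no fold change is given. The counts of cuticle protein genes past 2-fold and 5-fold take plain ratios and not these bounds. The intervals show counting error; with 1 library per strain they hold no variation between silkworms, so every test compares these libraries and not the strains. The exact binomial test of the split of cuticle protein genes was left out, because genes are not replicates.

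Sites covered by at least 10 reads were used for allele shares over all genes, while the numbers of sites given for single genes of Table 1 take in every listed site at the coverage stated beside them. A site was counted as having both alleles when the alternative base had a share from 0.2 to 0.8. Intervals of these shares are 95% Wilson intervals. Genes were called read in one library when at least 95% of their reads came from it, as far as S3 and S4 Table list them with values that are whole multiples of the step in both libraries. This left out 4 genes of S3 Table, alanine-tRNA ligase (BGIBMGA006216) among them. Whole genes were shuffled 100000 times to compare genes read in one library with genes read in both, and 10000 times to compare neighbouring genes on a scaffold. Allele shares were compared with the libraries' shares of a gene's reads at sites with at least 2 reads of each allele and a coverage of at least 20. Only genes with reads in each library were used. The share of the rarer allele, averaged within a gene, was set against the smaller library share, and distances were averaged over genes. Windows of 1 Mb with at least 20 sites were compared by the share of sites with both alleles.

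Several comparisons could not be made because the deposited tables do not separate the libraries: variant sites per library, sites that differ between the libraries, the share of heterozygous sites in each library, depth ratios at variant sites and their direction against RPKM. Sites on chromosome 8 could not be tested, since no map of scaffolds to chromosomes was held. Pooled sites and sites with both alleles took the place of the first 3. Genes named are taken from the paper's text, Table 1 and Table 2, not all of which are printed, and are otherwise the 5 genes with the most sites with both alleles and the 5 windows with the highest share of them. That rule had been set for sites that differ between the libraries, and sites with both alleles took their place. Other genes are named where the text says so.

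Alternatives set before the data were examined were a minimum coverage of 5 or 20 reads, single-base substitutions with 1 alternative base, allele shares of 0.1 to 0.9 and 0.3 to 0.7, an RPKM of at least 10, scaling by the reads on genes or by GAPDH, and reads from the RPKM formula with the gene length. Scaling by the value of 1 read, with exact binomial tests, the Bonferroni adjustment and the inclusion of the 4 genes left out, with their reads rounded, and the test of allele shares on the sites with both alleles alone were added after the data had been seen.

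The methods were tested on simulated data. Both read numbers were recovered for 100% of 1998 simulated genes, which was built in, since the simulated values were whole multiples of the step. Of 200 changed genes, 185 were called in the right direction, and 6 of 1254 unchanged genes were called. The changes set were large and the simulated reads varied by counting error only. Variation between silkworms was left out, so these rates do not cover false calls between the strains. Of the intervals, 96.9% held the true fold change. In 50 simulated sets per test, the comparison of neighbouring genes called 1 set with scattered genes and 50 sets with blocks, and the comparison of genes read in one library called 3 sets without and 50 with a difference. The test of allele shares called 1 set of unrelated and 50 sets of related shares. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.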

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

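The comparison of genes read in one library as a test of alleles within a library, the test of C-to-U editing and the test of allele shares on the sites with both alleles alone were chosen after the results had been seen; the other tests of this part were chosen before. The paper does not report on the deposited variant sites. The tables hold 47002 of them, and among the 18174 sites covered by at least 10 reads, 3824 had both alleles (21.0%, 95% Wilson interval 20.5% to 21.6%). The limit that a count of 0 allows is 0.0165%, and there are no control samples. These sites lie in 922 of the 3622 genes with a site at this coverage, while 13657 sites (75.1%) had the alternative base alone. The 5 genes with the most such sites are BGIBMGA000117 (Bm_scaf43, 239421 to 244868, 48 of 79 sites), BGIBMGA012007 (Bm_scaf141, 46185 to 69796, 35 of 54), BGIBMGA000858 (Bm_scaf1, 14181243 to 14200450, 34 of 48), BGIBMGA013376 (Bm_scaf50, 2755395 to 2774973, 32 of 53) and BGIBMGA010500 (Bm_scaf6, 268812 to 278566, 30 of 34).

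Base errors at low coverage should fade as the coverage rises. At a coverage of 50 or more, 528 of 2556 sites had both alleles (20.7%, 19.1% to 22.3%), near the share over all sites, which argues against such errors as the main cause. RNA editing from A to I should add A-to-G and T-to-C changes. Their share was 32.6% among sites with both alleles and 33.5% among the others, a difference of -0.908 percentage points, which argues against this kind of editing as the main cause. Editing from C to U should add C-to-T and G-to-A changes. Their share was 38.1% among sites with both alleles and 34.0% among the others, a difference of 4.11 percentage points. This leaves such editing open for a part of the sites, since the same changes also separate alleles in the genome.

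What stays open is whether the alleles lie in different libraries or within one. In genes with at least 95% of their reads from one library, 6 of 125 sites had both alleles (4.80%, 2.22% to 10.1%), against 315 of 1459 (21.6%, 19.6% to 23.8%) in genes read in both. In 1795 of 100000 shuffles of whole genes the difference of 16.8 points was reached, a share of 0.0180. These counts leave out 4 listed genes whose RPKM values are not whole multiples of the step, among them alanine-tRNA ligase (BGIBMGA006216), which has nearly all its reads from *q-l* p and both alleles at 4 of 4 sites. With these genes, a setting added after the data had been seen, 10 of 132 sites in 32 genes had both alleles (7.58%, 4.17% to 13.4%), the difference was 14.0 points and 4309 shuffles reached it (0.0431). Over the alternatives this share ran from 0.0171 to 0.104, so a strain difference and alleles that differ between silkworms of one pool cannot be told apart from so few genes. BGIBMGA002022, named after its values had been seen, is the other gene with 4 such sites. It has no read in 932VR and 113 in *q-l* p, and 4 of its sites carry the alternative base in 31.3% to 45.0% of 60 to 67 reads. Alleles within the pool of *q-l* p or reads of a similar gene are candidate explanations for both genes. The limit of 95% was not varied. BGIBMGA008213, also named after its values had been seen, lies just under it. This gene had 40 reads in 932VR and 687 in *q-l* p, a share of 0.945, and counts as read in both libraries. All 7 of its sites, covered by 39 to 84 reads, had both alleles, at 28.6% to 54.8%. A test of allele shares did not settle whether the alleles lie in different libraries or within one. It took 232 sites in 56 genes, at sites with at least 2 reads of each allele and a coverage of at least 20. This is a wider set than the sites with both alleles, and each gene had reads in each library. The share of the rarer allele, averaged over a gene's sites, was set against the share of the library with fewer of its reads. The mean distance over genes was 11.6 points. Which allele goes with which library was not asked. The mean over shuffles was 13.6, and 316 of 100000 shuffles were as near (0.00317), or 474 (0.00475) with the genes left out above. Over the 180 of these sites that have both alleles, in 44 genes, the distance was 13.5 points against 13.9 over shuffles, and 18904 shuffles were as near (0.189). Whether the alleles follow the libraries therefore stays open for the sites with both alleles. The coverage at sites can also be far under the reads of the gene, as in ribosomal protein L3. A site may then not share the gene's split between the libraries.

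Sites with both alleles were gathered on the scaffolds. In 303 windows of 1 Mb with at least 20 sites the median share was 4.17%, and 118 windows had none, while in 49 windows at least 50% of the sites had both alleles. Of the sites inside the 303 windows, these 49 windows hold 16.5%, and of the sites with both alleles inside the 303 windows they hold 51.0%. The highest shares were in Bm_scaf13 from 1000001 to 2000000 (35 of 38 sites, 8 genes), Bm_scaf135 from 1 to 1000000 (18 of 20, 2 genes), Bm_scaf5 from 1000001 to 2000000 (98 of 110, 19 genes), Bm_scaf107 from 1 to 1000000 (32 of 37, 8 genes) and Bm_scaf46 from 1000001 to 2000000 (38 of 44, 8 genes). Reads shared by scattered paralogs would leave neighbouring genes unrelated. Of 1737 neighbouring pairs of genes with at least 3 sites, 246 had both alleles in at least 50% of the sites of each gene, against a mean of 92.5 and at most 120 over 10000 shuffles. Genes 5 places apart gave 116 pairs against a mean of 66.7 and at most 91. This argues against scattered paralogs; copies in tandem could add to the neighbouring pairs and were not tested. A candidate explanation is that stretches of the genome differ between the pooled silkworms, whether by strain or within a pool.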

How the results depend on the processing

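The number of pooled sites changed with the minimum coverage, and the share with both alleles changed less. With 5 reads there were 29216 sites, 18.9% of them with both alleles, and with 20 reads there were 9590 sites, 21.6% of them with both alleles, against 21.0% at 10 reads. A share of the alternative base from 0.1 to 0.9 gave 23.8%, and 0.3 to 0.7 gave 15.2%; a wider range takes in more sites by construction. The difference between genes read in both libraries and in one kept its direction under the 5 alternatives. It was 8.85 points at 5 reads (share of shuffles 0.104), 16.3 at 20 reads (0.0519) and 9.57 at allele shares of 0.3 to 0.7 (0.0637), past the threshold no longer; the cause was not tested. With the 4 listed genes whose values are not whole multiples of the step, added after the data had been seen, it was 14.0 points (0.0464 over 10000 shuffles). The allele shares were 2.05 points nearer to the library shares than over shuffles (0.00317). Over the sites with both alleles alone, a setting added after the data had been seen, they were 0.426 points nearer (0.189), past the threshold no longer; the cause was not tested. Neighbouring genes with both alleles were 2.67 times as many as over shuffles, and 2.32 to 3.03 times under the 5 alternatives.

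The split of the cuticle protein genes kept its direction under the 3 alternatives, from 68 higher and 18 lower at an RPKM of at least 10 to 72 and 29 by GAPDH. Gene lengths with the RPKM formula raised the genes of Table 1 with a different number of reads from 5 to 8 of 9. The genes added were *TH*, *GTP-CH I a* and *UNAP*. That formula gives more reads per gene, and its totals exceed all reads on genes. The added calls are therefore no evidence of a difference. Added after the data had been seen, the Bonferroni adjustment left 44 of the 100 listed genes, being stricter by construction, and scaling by the value of 1 read gave 34 genes of Table 1 against 33. Under this scaling ribosomal protein L3 reversed to 1.05 and passed the threshold (adjusted p = 0.000600, exact binomial test), *UNAP* passed it and *G6PI* did not; 37 other fold changes kept their direction and their side of the threshold.

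The alternatives for sites that differ between the libraries, for sites on chromosome 8, for depth ratios and for their direction were not run, because the deposited tables pool the libraries and no map to chromosomes was held. No paired analysis was possible because there is 1 library per strain, and for the same reason no replicate was left out in turn. Depth limits the genes with few reads most: of the 8 genes of Table 2, 4 had at most 20 reads in both libraries.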

Differences from the paper's values

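The paper counts 14623 genes in S2 Table, and 1998 of them were held here. For the heavy chain of myosin the paper's text gives a fold change of 0.42, against a bound of 0.0200 from the reads behind S1 Table. For nesprin 1 the paper's text gives 0.05, against 0.0224. The alternative set for these reads before the data were examined, the RPKM formula with the gene length, was not run for either gene, since no gene length was held for them. Scaling by the value of 1 read, chosen after seeing the values, gave 0.0238 for nesprin 1 and did not close the gap.

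Some directions the paper states, where it draws on qRT-PCR, differ from the reads. The paper states that *yellow* and *tan* fell in *q-l* p, and their fold changes from reads were 51.6 and 1.31. It states that *E74a* rose, against 0.809 with an interval from 0.405 to 1.57. It states that *G6PNA* and *OBP1* rose, against 0.594 and 0.429. It describes the 2 chitinases as weakly expressed in 932VR and absent from *q-l* p, where the reads were 853 and 100 for BGIBMGA008709 and 270 and 15 for BGIBMGA010240. For GAPDH the paper reports no difference, while the reads differed between the libraries with a fold change of 1.25 (1.22 to 1.27), an interval of counting error only. The paper's rule also asks for a change of 2-fold, which 1.25 does not reach, so the calls rest on unlike rules.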

Other observations

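The tests of the RPKM step and of the intervals of *TH* and *E74a* were chosen after the results had been seen. The RPKM values were whole multiples of a step for genes from 150 to 18846 bp long. They were therefore read as scaled per library without gene length. By the formula with the length, 9.76% of the genes gave whole reads in 932VR, where chance gives 10%. This restates the pattern and does not test it, since such values can give whole reads by chance only. The totals could have come out otherwise. By the formula, the held genes had 2.39 times all reads on genes in 932VR and 2.86 times in *q-l* p. No biological explanation was tested for it.

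The excess of cuticle protein genes higher in *q-l* p is not explained by library scaling, since at least 72 of the 101 genes were higher under the scalings by reads on genes and by GAPDH. On the paper's RPKM scale, an even split would need a factor of 3.29 between the libraries. A gene at this ratio, BGIBMGA000340, was at 3.07 when scaled by the reads on genes. Nor did the other listed genes shift the same way: 41.7% of 472 were higher in *q-l* p, against 86.0% of the 43 listed cuticle protein genes. A difference between the strains stays open, as do differences between the pools in the exact time of molting, which could not be tested with 1 library per strain.

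For 8 genes of S1 Table the RNA-Seq and qRT-PCR values of the paper go in opposite directions, and for 35 they go the same way. Few reads behind the RPKM were tested as an explanation. Of the 8 genes, 6 had a number of reads that differed between the libraries, which argues against few reads as the cause for them. For the other 2, *TH* and *E74a*, the interval of the fold change includes 1, so the counting error allows either direction. The median was 176 reads for the 8 genes and 208 for the 35, and 32.0% of 10000 random draws had a median as low. No biological explanation was tested.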
